# PLETHORA transcription factors promote early embryo development through induction of meristematic potential

**DOI:** 10.1242/dev.202527

**Published:** 2024-06-17

**Authors:** Merijn Kerstens, Carla Galinha, Hugo Hofhuis, Michael Nodine, Renan Pardal, Ben Scheres, Viola Willemsen

**Keywords:** Embryogenesis, Meristem, Plant development, Stem cell

## Abstract

Plants are dependent on divisions of stem cells to establish cell lineages required for growth. During embryogenesis, early division products are considered to be stem cells, whereas during post-embryonic development, stem cells are present in meristems at the root and shoot apex. PLETHORA/AINTEGUMENTA-LIKE (PLT/AIL) transcription factors are regulators of post-embryonic meristem function and are required to maintain stem cell pools. Despite the parallels between embryonic and post-embryonic stem cells, the role of PLTs during early embryogenesis has not been thoroughly investigated. Here, we demonstrate that the PLT regulome in the zygote, and apical and basal cells is in strong congruence with that of post-embryonic meristematic cells. We reveal that out of all six PLTs, only *PLT2* and *PLT4/BABY BOOM* (*BBM*) are expressed in the zygote, and that these two factors are essential for progression of embryogenesis beyond the zygote stage and first divisions. Finally, we show that other PLTs can rescue *plt2 bbm* defects when expressed from the *PLT2* and *BBM* promoters, establishing upstream regulation as a key factor in early embryogenesis. Our data indicate that generic PLT factors facilitate early embryo development in *Arabidopsis* by induction of meristematic potential.

## INTRODUCTION

In plants and animals, the products of the first rounds of embryonic divisions are thought to be totipotent or pluripotent stem cells that are able to differentiate into most cell lineages – if not all – that constitute an organism. After the establishment of the initial body plan by the progeny of these cells, divisions of self-renewing stem cells produce new cells to generate, maintain or repair organ systems. Plants show extensive post-embryonic development and require stem cells for continuous growth of the root and shoot apices throughout the entire life cycle. Root and shoot stem cells are located in specialized tissue types called meristems and form defined layers through precisely controlled divisions and division directions. In many species, including *Arabidopsis*, embryogenesis starts with zygote expansion before an asymmetric division that forms a one-cell-stage embryo consisting of an apical cell and a basal cell. Whereas the apical lineage eventually gives rise to the embryo proper, the basal lineage is restricted to the quiescent center, root cap precursor cells and the transient suspensor. The apical and basal cells are thus progenitors of future differentiated tissues generated through a continuous series of tightly controlled divisions. In that regard, they are comparable to the stem cells in post-embryonic meristems. However, the extent to which their analogous functions have a common mechanistic basis, has been unclear to date.

In plant meristems, PLETHORA/AINTEGUMENTA-LIKE (PLT/AIL) transcription factors (TFs) of the APETALA2/ETHYLENE-RESPONSIVE ELEMENT BINDING PROTEIN family are key post-embryonic developmental patterning factors (Horstman et al., 2014; Scheres and Krizek, 2018). In the root meristem, PLT1, PLT2, PLT3 and BABY BOOM (BBM, also known as PLT4) indirectly read out an auxin gradient to establish stable tissue zonation by controlling cell division and differentiation (Mahonen et al., 2014; Santuari et al., 2016; Roszak et al., 2021) and they are required for stem cell maintenance (Aida et al., 2004; Blilou et al., 2005). *plt1 plt2* double mutants lose root meristem identity after 6-8 days, whereas *plt1 plt2 plt3* triple mutants fail to develop root systems entirely (Aida et al., 2004; Galinha et al., 2007). In the shoot apical meristem, PLT3, PLT5 and PLT7 establish spiral positioning of flower primordia in a PIN1-dependent manner and loss of all three factors results in aberrant phyllotaxis (Prasad et al., 2011; Pinon et al., 2013). In lateral roots, these three factors act redundantly to position primordia and to maintain primordium (Hofhuis et al., 2013; Du and Scheres, 2017; Kerstens et al., 2021). Furthermore, PLT1 and PLT2 interact with WOX5 or WOX7 to induce endogenous auxin biosynthesis and confer pluripotency to the callus and, together with PLT3, PLT5 and PLT7, activate *de novo* shoot regeneration pathways in root calli (Kareem et al., 2015; Zhai and Xu, 2021). PLTs appear to be required during the early stages of embryogenesis as well. We previously reported that homozygous combinations of *plt2* and *bbm* alleles could not be recovered from crosses of higher-order *plt* mutants (Galinha et al., 2007). In line with this observation, it was recently demonstrated that *plt2 bbm* mutants arrest early in embryogenesis and display morphological defects, and even *plt2* and *bbm* single-mutant embryos show phenotypes, i.e. they develop faster than wild type (Chen et al., 2022). Moreover, weak *BBM* expression was detected in ∼2% of ovules, and consistently in one- and two-cell-stage embryos (Chen et al., 2022), but the zygotic/embryonic expression pattern of *PLT2* (and other PLTs) remains unknown. Ectopic overexpression of PLTs promotes the production of embryos from vegetative tissues (i.e. somatic embryogenesis) (Boutilier et al., 2002; Tsuwamoto et al., 2010; Horstman et al., 2017). In addition, induction of *BBM*-like genes in the egg cell can trigger asexual embryogenesis (El Ouakfaoui et al., 2010; Conner et al., 2015; Conner et al., 2017).

Although PLTs are intricately connected to meristematic function and cell pluripotency, it remains unknown whether they perform similar roles during early embryogenesis. We therefore investigated which PLTs are expressed in the zygote, and apical and basal cells, and the extent to which they confer meristematic potential to these cells through activation of direct target genes shared with apical meristems. We show that generic PLT activity in the native expression domains of *PLT2* and *BBM* activates a meristem-like transcriptional network and is essential for progression beyond the zygote stage. Therefore, the role of PLT TFs is likely to activate a generic meristematic stem cell program from early embryogenesis onward.

## RESULTS

### The PLT regulome during early embryogenesis is meristem-like

Given that PLTs are key TFs in the maintenance of stem cell niches, we hypothesized that they confer meristematic properties to the early embryonic cells, from which all future cell types arise. To investigate this notion, we examined the degree to which downstream PLT targets in apical meristems overlap with those during early embryogenesis. We first selected candidate direct PLT target genes by overlaying PLT chromatin immunoprecipitation followed by sequencing (ChIP-seq) and DNA affinity purification and sequencing (DAP-seq) datasets (Table S9). We extended existing sets with an additional PLT3-DAP experiment on young roots, because previous PLT-DAP data had only low read counts and used leaf material in which PLTs are typically not strongly expressed. 

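In DAP-seq, a tagged transcription factor made in vitro is incubated with fragmented genomic DNA and the bound fragments are sequenced, so that binding is read on DNA without chromatin. Genomic DNA from whole Col-0 roots, harvested 5 days post-germination, was bound by 3xFLAG-PLT3 in 1 library and by 3xFLAG-EGFP in 1 other library. EGFP is a fluorescent protein that does not bind DNA by sequence and served as the negative control. For each protein, 200 ng of the prepared DNA library entered the binding reaction, and the eluted fragments were amplified over 20 cycles. With 1 library per protein there are no replicates, and the tests given with these data compare peaks, their positions and their sequence within the PLT3 library. The authors trimmed the reads with fastp 0.23.2 and mapped them to TAIR10 with BWA-MEM 0.7.17. They then removed secondary, unmapped and duplicate reads and reads with a mapping quality below 30, and called peaks with MACS3 3.0.0a7 at a q-value threshold of 0.05 against the EGFP library. The deposited list gives the position and summit of each peak, its fold enrichment at the summit over the local background and its −log10 q, all as the authors' peak caller wrote them. Read counts are not part of this list, so the depth of both libraries is unknown, and a site without a peak was not detectable at this depth. Peaks were annotated here with the genes of TAIR10.1, and all 1996 nuclear peaks lie within the ends of its 5 nuclear chromosomes. Each peak was assigned to the nearest transcription start site (TSS) among 37899 annotated genes, measured from the peak centre, if it lay within 4 kb. The number of genes and the distances depend on the peak threshold, on the assignment rule and on whether non-coding genes and pseudogenes are counted.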

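The PLT3 root DAP peaks on the nuclear genome had a median width of 321 bp, with a range of 156 to 1946 bp. Their median fold enrichment over the local background was 4.75, with quartiles of 3.99 and 6.09. The median distance from a peak centre to the nearest TSS was 920 bp. Of all nuclear peaks, 94.9% had their centre within 4 kb of a TSS, compared with 96.0% ± 0.435 (SD over 10000 placements) when each peak was moved to a random position on its own chromosome (two-sided permutation test, p = 0.0144). Within 1 kb of a TSS were 52.4% of the peaks, against 51.1% ± 1.12 (SD) of the random placements, which is no difference beyond the spread of the placements (two-sided permutation test, p = 0.261). When only the 27444 protein-coding genes were counted, 35.9% of the peaks lay within 1 kb of a TSS, below the 40.2% ± 1.10 (SD) of random placements (two-sided permutation test, p = 0.0002, the smallest p that 10000 placements can give). These calls depend on how the peaks are placed. When each peak was moved by only 10 kb to 50 kb, the share of 52.4% within 1 kb of any TSS lay above the 49.3% of the placements (two-sided permutation test, p = 0.0082), and the share of 94.9% within 4 kb did not differ from their 95.4% (two-sided permutation test, p = 0.285). For protein-coding genes, in a setting added after the data were examined, the share of 35.9% within 1 kb did not differ from the 34.4% of these placements (two-sided permutation test, p = 0.128). Within 4 kb, the share of 72.3% for protein-coding genes lay below the 84.1% of random placements (two-sided permutation test, p = 0.0002). In the same added setting, it stayed below the 73.9% of placements moved by 10 kb to 50 kb (two-sided permutation test, p = 0.0126). The nearest TSS within 4 kb belonged to 1749 distinct genes. This number moved most, to 4300 genes, when every gene with its TSS within 4 kb of a peak was counted. The consensus YMTYNRRWWNYGYR, read from the sequence logo in Fig. S1C, matched on either strand in the 100 bp around the summit of 168 peaks, or 8.42% (95% Wilson confidence interval 7.28 to 9.72%). In the 100 bp windows centred 500 bp downstream of the same summits, 26 peaks or 1.30% had a match, which is 6.46-fold fewer (exact binomial test on the peaks with a match in 1 of both windows, two-sided, p = 2.58e-27). This ratio was lowest, at 3.35, when the windows were centred on the middle of the peak in place of its summit.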

We found 2644 significant binding sites that had overlap between at least two datasets and were centrally enriched for the canonical PLT-binding motif (Santuari et al., 2016) corresponding to 2406 associated genes within a [−4 kb, +4 kb] range (Table S1; Table S9; Fig. S1A-C). To filter this direct target gene list further, we used *PLT* overexpression data from whole seedlings (Santuari et al., 2016) to include only genes consistently upregulated by at least one PLT member, resulting in 334 PLT target genes (Table S1).

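Of the 334 target genes, 108 genes or 32.3% (95% Wilson confidence interval 27.5 to 37.5%) were the nearest gene to a PLT3 root DAP peak within 4 kb. Random placement of the peaks on their own chromosomes gave 20.1 ± 4.32 target genes (SD over 10000 placements; two-sided permutation test, p = 0.0002, the smallest p possible). The list was built in part from these peaks, so this excess is not independent evidence of binding. A target gene without a peak here can rest on peaks shared between other PLT datasets. The number of target genes with a peak was lowest, at 49 genes against 9.70 by random placement, when only peaks with a q-value of at most 1e-05 were used. The strongest peak of each target gene had a median fold enrichment of 4.76, compared with 4.79 at the 1641 other genes with a peak. The difference in mean log2 fold enrichment was 0.01 (95% bootstrap interval −0.08 to 0.10, computed after the data were examined; SD of 0.47 and 0.52 in these groups; two-sided permutation test with 100000 resamples, p = 0.807). From binding sites shared between datasets, their genes within the set range and the response of these genes to PLT overexpression, the paper arrives at a set of high-confidence direct targets of PLT proteins, which it then examines in meristems and in the early embryo.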

To verify our final selection of 334 high-confidence target genes, we took advantage of a high-resolution single-cell RNA sequencing (scRNA-seq) dataset that describes the developmental trajectory of the protophloem sieve element lineage from stem cells towards differentiation, in which PLT2 has been shown to be a central factor (Roszak et al., 2021) (Fig. 1A). Within this lineage, cumulative *PLT* transcript levels peaked at the earliest points in pseudotime and thereafter rapidly decreased (Fig. 1B), in line with the function and localization of PLTs in the root stem cell niche (Aida et al., 2004). We then investigated how the 334 PLT target genes were expressed along the same developmental axis, and whether expression was enriched at early points in pseudotime in comparison with non-PLT target genes (i.e. genes without associated ChIP/DAP peaks and without upregulation through overexpression). We observed a gradual reduction in the percentage of expressed target genes from ∼40% to ∼10% over developmental pseudotime, a much sharper reduction than that of non-PLT target genes, which declined from ∼20% to ∼10% (Fig. 1C). In the ten earliest cells, the percentage of expressed target genes was more than twofold higher than that of non-target genes (*P*=1.3e−10), as opposed to the ten latest cells, where only a minute enrichment could be detected (*P*=4.12e−03; Fig. 1D). We also performed this analysis on the two gene lists that were overlapped to yield the 334 target genes: the PLT-bound and the PLT-upregulated list. The percentage of expressed PLT-bound genes was only weakly enriched in early cells, likely resulting from non-functional binding events picked up through the ChIP or DAP procedures (Fig. S1D,E). The percentage of expressed PLT-upregulated genes, by contrast, was most enriched, which we attributed to the fact that this set also included indirect targets through *PLT* overexpression (Fig. S1D,E).

**Fig. 1.**
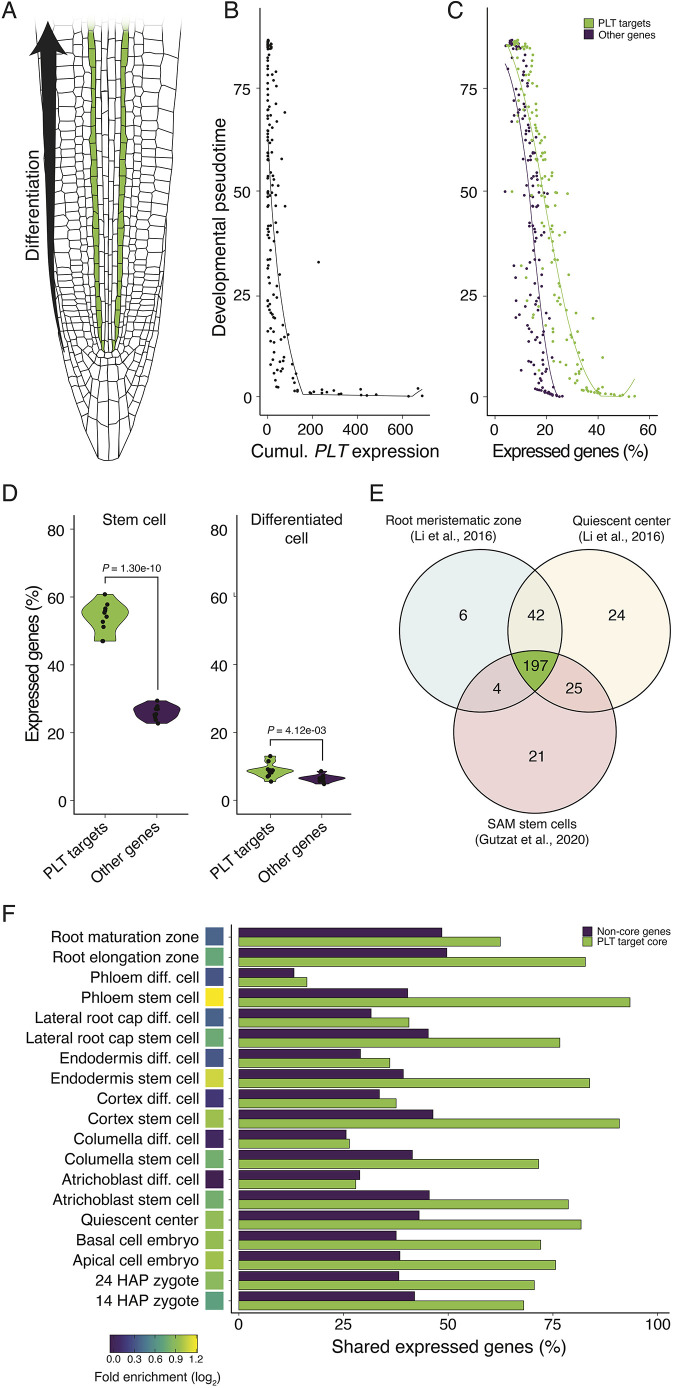
**Expression of directly regulated PLT target genes is enriched in stem(-like) and embryonic cells.** (A) Schematic overview of the protophloem sieve element lineage on the developmental root axis. (B) Cumulative PLT gene expression in the protophloem lineage over developmental pseudotime. The *y*-axis relates to the schematic in A. (C) Percentage of expressed PLT target and non-target genes over pseudotime. Each dot in B and C is the average value of cells in bins of 0.1 pseudotime (*n*>1). Lines are loess regressions. (D) Percentage of expressed PLT target and non-target genes in stem cell-like and differentiated protophloem cells (one-tailed Welch's *t*-test, *n*=10). Shaded areas represent the distribution of data points per group. (E) Venn diagram of expressed PLT target genes in meristematic tissues. (F) Percentage of PLT core targets and non-PLT core targets expressed in early embryonic, stem(-like) and differentiated cells. Heat map displays the log_2_ ratio between the expressed PLT core and non-PLT core genes. Note that the ‘quiescent center’ values in this panel are based on the Shahan et al. (2022) dataset.

We next sought to determine whether expression of PLT target genes was also enriched in root cell types other than the protophloem at early developmental pseudotimes. To this end, we analyzed an untargeted scRNA-seq dataset of root tips (Shahan et al., 2022) and first determined the percentage of cells expressing *PLT* genes in various lineages over pseudotime. In the atrichoblast, columella, cortex, endodermis, and lateral root cap lineages, we observed a clear increase in cells expressing PLT genes in early pseudotime groups compared with late groups, and 100% of quiescent center cells expressed PLT genes (Fig. S2A). These findings are consistent with known PLT gene expression domains (Galinha et al., 2007) and in line with PLT gene expression in the protophloem scRNA-seq set. It was noticed that the trichoblast lineage, however, did not express PLT genes even in the earliest time group; for this reason it was not analyzed further. We then repeated the PLT target and non-PLT target expression analysis that was performed for the protophloem lineage for these other root cell types. In all lineages, the earliest time groups consistently showed an enrichment of PLT target gene expression over non-PLT target expression, especially the quiescent center, which was lost in later time groups (Fig. S2B). Moreover, the ten earliest cells of the atrichoblast, columella, lateral root cap, and quiescent center lineages expressed significantly more PLT target genes than non-PLT target genes, in contrast to the ten latest cells, for which no increase could be identified (Fig. S2C,D). We thus conclude that the identified direct target genes are enriched in the PLT gene expression domain of the root meristem.

If direct PLT target genes are predominantly expressed in stem and stem-like cells, then this property must be shared between different meristematic tissues. We gathered expression data of the root meristematic zone (Li et al., 2016), quiescent center (Li et al., 2016) and shoot stem cells (Gutzat et al., 2020), and checked which target genes were expressed in common. We identified a core set of 197 PLT target genes expressed in each of these tissues (Table S2, Fig. 1E). Gene ontology (GO) network analysis revealed that the biological process ontologies formed seven clusters containing terms we could collectively classify as regulation (I), response (II), development and morphogenesis (III), chromatin and cytoskeleton organization (IV), cell division (V), import, transport and localization (VI), and (DNA) metabolism and modification (VII) (Fig. S1F; Tables S3, S4). Many terms within each cluster could be linked to meristem function (e.g. ‘regulation of meristem development’, ‘meristem maintenance’, ‘mitotic cell cycle’, and ‘gene expression’), in line with the expected function of genes shared between different meristematic tissues.

We then investigated the extent to which these PLT ‘core’ target genes were expressed in stem(-like) and differentiated cells across various cell lineages in the single-cell root datasets (Roszak et al., 2021; Shahan et al., 2022). In all analyzed stem cell types, more than 70% of the PLT target core was expressed, roughly a twofold enrichment over non-core genes (Fig. 1F). In contrast, differentiated cells of these lineages did not exhibit clear enrichment of core genes (Fig. 1F). Additionally, the enrichment of PLT core targets over non-core genes was elevated in the root elongation zone in comparison with the root maturation zone (Li et al., 2016), where PLTs are typically still present (Galinha et al., 2007) (Fig. 1F). Next, we investigated how this core set was expressed during early embryogenesis. Strikingly, zygotes at both 14 and 24 hours after pollination (HAP) (Zhao et al., 2019), as well as apical and basal cells (Zhou et al., 2020), expressed between 70 and 75% of PLT core targets (Tables S5-S8), and displayed enrichment over non-core genes to a similar degree as that observed in all root stem cell types (Fig. 1F). We conclude that, during early embryogenesis, the PLT regulome largely resembles that of meristematic cells.

### PLT genes are expressed in partially overlapping domains from the zygote onward

Because the zygote, and apical and basal cells exhibit a meristem-like PLT readout, we investigated which PLTs drive this developmental response. We thus characterized expression patterns of the entire PLT gene family throughout embryogenesis by using genomic PLT-YFP translational fusions under the control of their native promoters (pPLT::gPLT-YFP ; Aida et al., 2004; Galinha et al., 2007) from the zygote stage onward. At the onset of embryogenesis, we detected *PLT2* and *BBM* expression in ∼84% (101/120) and ∼74% (26/35) of elongated zygotes (Fig. 2B,D), in contrast to the other PLTs, for which signal was never observed (Fig. 2A,C,E,F). At the one-cell stage, we observed *PLT2*, *BBM* and *PLT7* expression in both the apical and basal cells (Fig. 2B,D,F); *PLT1* was only expressed in the basal cells (Fig. 2A). At the two- to four-cell stage, *PLT1* was restricted to the early suspensor cells (Fig. 2A), whereas *PLT2*, *BBM*, *PLT7* and *PLT5* were expressed, albeit weakly, in both apical and basal lineages (Fig. 2B,D-F). PLT3-YFP could not be detected until the globular stage (Fig. 2C). From this stage onward, all PLT genes were expressed in the embryo proper. In contrast to *PLT3*, *BBM* and *PLT5*, which were expressed similarly in all cells of the globular-stage embryo (Fig. 2C-E), the expression of *PLT1* and *PLT2* was restricted to the lower tier of the embryo proper (Fig. 2A,B), whereas *PLT7* expression was primarily localized in the outer layer (the protoderm) of the proembryo (Fig. 2F). In later stages, expression of *PLT1*, *PLT2*, *PLT3* and *BBM* extended to the quiescent center progenitor lens-shaped cell and were subsequently detected in the quiescent center, columella and vascular tissue (Fig. 2A-D). Simultaneously, *PLT3*, *PLT5* and *PLT7* expression was detected throughout the upper tier, specifically in the protoderm, the inner tissue and the shoot apical meristem initials (Fig. 2C,E,F). At this point, PLT gene expression patterns thus separate according to their future position: a root apical meristem domain formed by *PLT1-4* (Galinha et al., 2007), and a shoot apical meristem domain formed by *PLT3*, *PLT5* and *PLT7* (Prasad et al., 2011). Taken together, PLT gene expression patterns form distinct overlapping domains throughout embryogenesis and are already observed in the earliest embryonic cells (Fig. 2G).

**Fig. 2.**
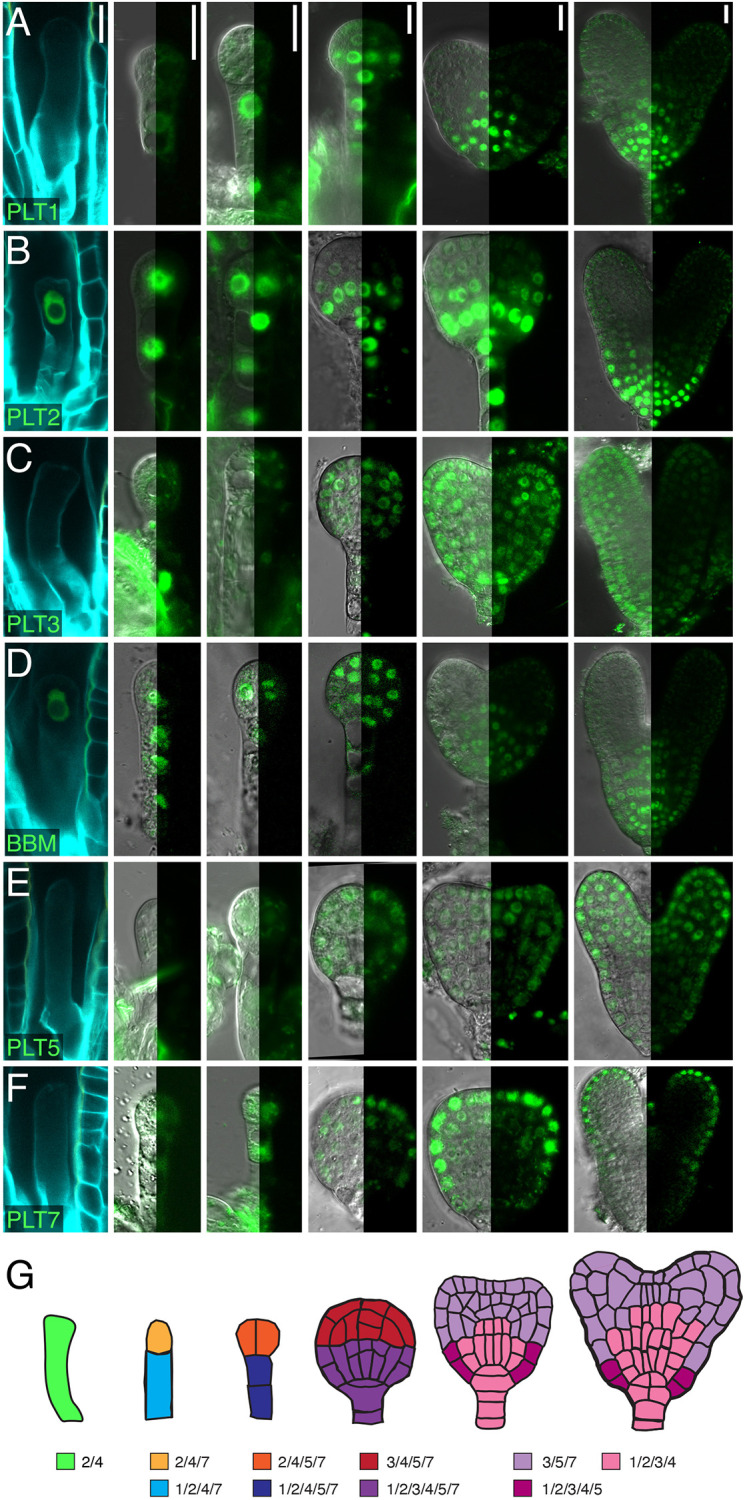
**PLT genes are expressed in partially overlapping expression domains during early and late embryogenesis.** (A-F) Translational pPLT::PLT-YFP reporter signal of PLT1 (A), PLT2 (B), PLT3 (C), BBM (D), PLT5 (E) and PLT7 (F) during embryogenesis. Left to right: 32 HAP zygote, one-cell stage, two- to four-cell stage, globular stage, triangular stage and heart stage. Zygotes were stained with SR2200; DIC and confocal signal are shown for other stages. Scale bars: 10 µm. (G) Schematics of PLT gene expression domains per stage marked with different colors; numbers denote PLT identity (e.g. 1=PLT1, 4=BBM).

In our expression analysis, we deliberately chose to avoid transcriptional fusions to retain potential regulatory elements in intronic sequences, but this approach still relies on integration of transgenic T-DNAs in non-native genomic positions. To gain insight in the native transcriptional dynamics of PLT genes during early embryogenesis, we mined three RNA-seq datasets of early embryos (Hofmann et al., 2019; Zhao et al., 2019; Zhou et al., 2020). In agreement with our observations from the translational fusions, *PLT2* and *BBM* were strongly expressed in both 14 HAP and 24 HAP elongated zygotes, although *PLT1* and *PLT5* also showed weak expression in the RNA-seq data (Fig. S3A). Moreover, *PLT1*, *PLT2*, *BBM* and *PLT7* were expressed moderately to strongly at the one-cell stage, in contrast to the weakly expressed *PLT3* and *PLT5* (Fig. S3A). In accordance with the analyzed reporter lines, *PLT2*, *BBM* and *PLT7* (and to a very minor degree *PLT1*) were the only PLT genes expressed in the apical cell at this stage, emphasizing that particularly these family members could have potential roles in early embryogenesis (Fig. S3A). From the 32-cell stage onward, all PLT genes were expressed in the embryo proper and suspensor (Fig. S3A), consistent with our translational reporters. The localization patterns observed at the globular stage also largely overlapped with those obtained by single-nucleus mRNA sequencing of globular embryos (Fig. S3B,C). We thus demonstrate that our translational PLT-YFP fusions are in strong congruence with published transcriptome data and that multiple PLT genes are expressed during the early stages of embryo development.

### Only PLT2 and BBM are essential for early embryonic cell progression

Given that in root meristems (Galinha et al., 2007) and shoot meristems (Prasad et al., 2011), PLTs act redundantly through overlapping expression domains, similar functional redundancy might apply to PLT genes expressed in early embryos. As *PLT2* and *BBM* were the primary PLT genes expressed in the zygote, and *PLT2*, *BBM* and *PLT7* were the only ones expressed in both the apical and basal cells in one-cell-stage embryos, we generated double-mutant combinations to inspect early embryo development of the selfed progeny. In the analysis of the offspring, we did not identify early embryonic arrest in *plt2 plt7* and *bbm plt7* double mutants (Table 1). In contrast, we were unable to recover a homozygous *plt2 bbm* mutant (as also described by Galinha et al., 2007 and Chen et al., 2022) and found that approximately 25% of *plt2/+ bbm* progeny seeds arrested development, becoming concave in shape (Fig. 3B; Table 1). To exclude the possibility that the observed phenotype is specific to *plt2* and *bbm* alleles generated by the T-DNA insertions in their coding sequences or the mixed ecotype background constituting the seedlings (Ws×Col-0), we additionally targeted both genes simultaneously with single-guide RNAs (sgRNAs) to generate loss-of-function alleles with CRISPR/Cas9 in Col-0 (Fig. 3A). Approximately a quarter of seeds in siliques of *plt2 bbm/+ -cr* were aborted, closely resembling the T-DNA mutant phenotype (Fig. 3B; Table 1). Moreover, we directly analyzed seed morphology in (T_1_) plants transformed with the CRISPR construct harboring homozygous *plt2* and *bbm* alleles in the inflorescences. In three independent plants*,* all seeds were aborted (Fig. 3B). These findings indicate that loss of both *PLT2* and *BBM* results in embryo lethality independent of the genetic background, consistent with observations of Chen et al. (2022) and Galinha et al. (2007). The frequency of arrested embryos was as expected for fully recessive alleles, indicating that the effect of the mutations occurs post-fertilization rather than being a maternal effect.

**Fig. 3.**
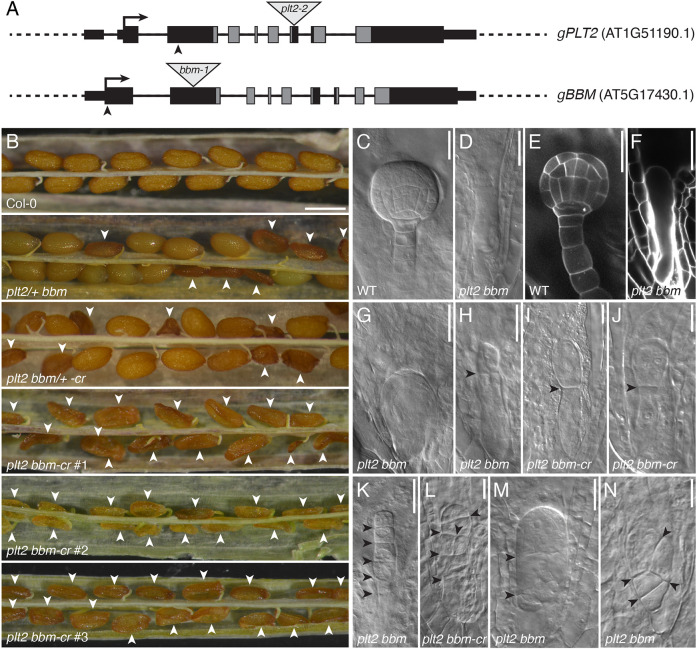
**PLT2 and BBM are required for early embryogenesis.** (A) Gene models of *PLT2* (AT1G51190.1) and *BBM* (AT5G17430.1). Black rectangles and lines indicate exons and introns, respectively. UTRs are denoted by thin rectangles. AP2 domains are marked in gray. Gray triangles denote T-DNA insertion sites. Arrowheads indicate CRISPR PAM sites. (B) Aborted seeds and viable seeds in siliques of Col-0, in self-fertilized *plt2/+ bbm* or *plt2 bbm/+ -cr*, and in double-homozygous *plt2 bbm-cr* T_1_ lines. Arrowheads point to aborted seeds. (C-N) Phenotypic diversity of *plt2 bbm* and *plt2 bbm-cr* embryos at similar stages of development compared with the wild type (C,E), including arrests at the zygote stage (D,F,G), at the one-cell stage (H-J), and after erratic divisions (K-N). *plt2 bbm* T-DNA mutants are shown in D,F-H,K,M,N; *plt2 bbm-cr* mutants in I,J,L. C,D,G-N are DIC images; E,F are confocal images. Arrowheads indicate the location and direction of division planes. Scale bars: 500 µm (B); 25 µm (C-N).

**Table 1.**
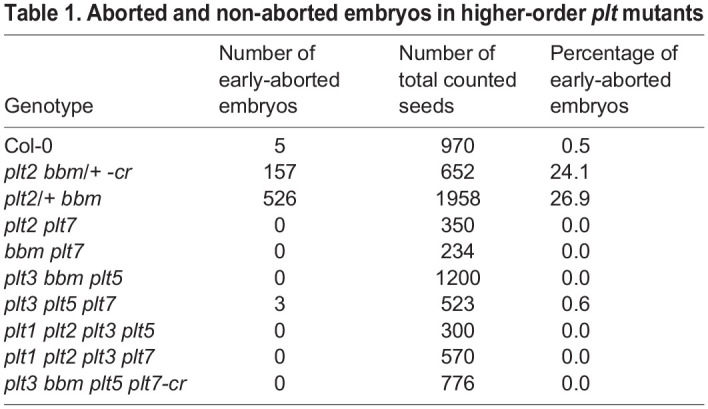
Aborted and non-aborted embryos in higher-order *plt* mutants

To confirm that the developmental defects occurred early in embryogenesis as reported by Chen et al. (2022), we examined the ovules of selfed *plt2/+ bbm* and *plt2 bbm/+ -cr* plants at the age at which globular embryos could be easily recognized within the ovule of wild-type plants. In *plt2/+ bbm* and *plt2 bbm/+ -cr* plants, however, embryos of the same age were inconspicuous in ∼25% of the ovules (Table 1). Microscopic examination of these ovules revealed that *plt2 bbm* embryos arrested development at very early stages in development. Of the observed *plt2 bbm* embryos, 69% (20/29) formed zygotes that could not divide at all and arrested immediately after fertilization, frequently becoming deformed in shape (Fig. 3D,F,G), whereas wild-type embryos were already at the globular stage (Fig. 3C,E). Although 24% (7/29) of *plt2 bbm* zygotes could progress to the one-cell stage, they often failed to correctly position the first asymmetric cell division (Fig. 3H), which was also observed in *plt2 bbm-cr* (Fig. 3I,J). Additional divisions were occasionally observed in the apical and basal lineages (7%; 2/29) and occurred atypically, i.e. at aberrant locations and in erratic planes, in both *plt2 bbm* (Fig. 3K,N) and *plt2 bbm-cr* (Fig. 3L). *PLT2* and *BBM* are thus required for specifying the first cell divisions after fertilization.

We next investigated whether other family PLT members are redundantly required during early embryo development by stacking other *plt* mutant alleles. We did not identify more frequent embryonic arrest in *plt3 bbm plt5* and *plt3 plt5 plt7-cr* triple mutants than in wild-type plants; nor was this observed in the quadruple mutants *plt1 plt2 plt3 plt5*, *plt1 plt2 plt3 plt7* and *plt3 bbm plt5 plt7-cr*, in which a *BBM* null allele was generated with CRISPR/Cas9 in the *plt3 plt5 plt7-cr* background (Table 1; Table S11). In addition, *plt3 bbm-2*, *plt1 plt3 bbm-2* and *plt1 plt2/+ plt3 bbm-2* seedlings are viable (Galinha et al., 2007). Taken together, these results demonstrate that PLT2 and BBM have a specific role in early development that is not shared by other PLT genes, likely through expression in the zygote.

### PLT gene expression in the *PLT2* or *BBM* expression domains rescues embryonic arrest

Given that PLT2 and BBM act in a redundant fashion, we examined whether PLT protein identity or spatiotemporal control of PLT gene expression was more important for progression of embryogenesis. We first explored whether *PLT2* and *BBM* are indeed interchangeable by introducing pPLT2::BBM-YFP and pBBM::PLT2-YFP promoter swap constructs in the *plt2/+ bbm* background, and by counting the number of wild-type and aborted embryos. Both swaps could almost fully rescue the *plt2/+ bbm* embryo phenotype (Table 2), indicating that *PLT2* and *BBM* expression functionally overlap, as expected. We then investigated whether *plt2/+ bbm* complementation with other PLT genes driven by *pPLT2* or *pBBM* could be established. We selected *PLT1* and *PLT3*, which showed a different expression domain than *PLT2* and *BBM*, and were minimally, if at all, expressed in the zygote and the apical cell of the one-cell-stage embryo (Fig. 3A,C), and subsequently introduced pPLT2::PLT1-YFP, pPLT2::PLT3-YFP and pBBM::PLT1-YFP in *plt2/+ bbm* mutants to determine the proportion of aborted ovules. Importantly, each of these promoter swap constructs could rescue the *plt2 bbm* phenotype (Table 2). We conclude that, despite the distinct expression patterns of PLT genes during early embryogenesis, the role of PLT2 and BBM in initiation of embryo development can be exerted by at least two other PLT gene family members normally not expressed at this stage. Therefore, regulation of PLT gene expression rather than protein-specific features is likely crucial during early embryogenesis.

**Table 2.**
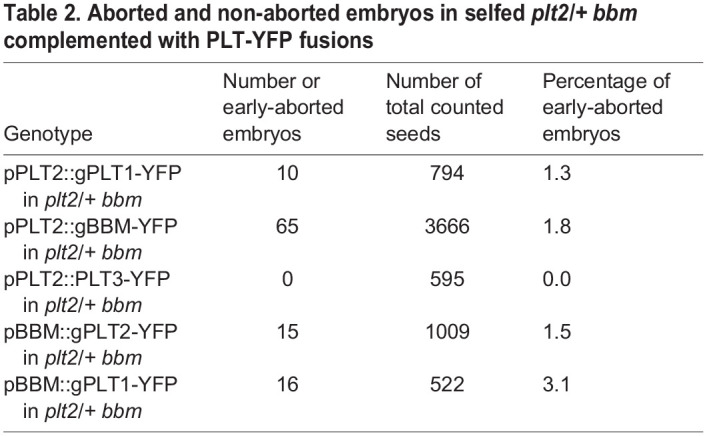
Aborted and non-aborted embryos in selfed *plt2/+ bbm* complemented with PLT-YFP fusions

## DISCUSSION

Here, we demonstrate that in zygotes and one-cell-stage embryos, a PLT-directed expression program is induced that resembles that of meristematic cells (Fig. 1). We show that in zygotes, only *PLT2* and *BBM* are transcribed, and that *PLT2*, *BBM* and *PLT7* are expressed in the apical and basal cells (Fig. 2). We reveal that PLT2 and BBM act redundantly to promote the transition of zygote to developing embryo. Absence of both PLT2 and BBM leads to embryonic arrest at the zygote or one-cell stage, a phenotype that could not be recapitulated with any other combination of *plt* single and higher-order mutants (Fig. 3; Table 1). Finally, we reveal with promoter swapping experiments that spatiotemporal control rather than PLT protein sequence identity is causal for the observed phenotype (Table 2).

By overlaying transcriptome datasets of the root meristematic zone (Li et al., 2016), shoot stem cells (Gutzat et al., 2020), and the quiescent center (Li et al., 2016), we identified a core set of 197 genes directly upregulated by PLTs (Fig. 1E; Table S2). Over 70% of this set was expressed in root stem(-like) cell lineages, zygotes, apical cells and basal cells from independent datasets (Fig. 1F). The genes in this set are diverse in nature and include many known factors in core developmental processes, some of which were expressed in all four zygotic/embryonic datasets (Tables S5-S8). This includes genes involved in regulation of chromatin [e.g. *DECREASED DNA METHYLATION 1* (Jeddeloh et al., 1999), and the two histone genes *HTB2* and *HTA8*], cell division and replication [e.g. *CYCLIN D5;1* (Wang et al., 2004), *PROLIFERA* (Springer et al., 1995) and *REPLICATION FACTOR C 2* (Shultz et al., 2007)], and the apical meristem patterning gene *SCARECROW* (Di Laurenzio et al., 1996; Bahafid et al., 2023). We also observed PLT core target genes that seemed to be expressed during specific developmental stages: for instance, the embryonic body axis initiator *MONOPTEROS* (Hardtke and Berleth, 1998) was only expressed in the apical and basal cells (Tables S6, S7) and expression of the shoot and embryo patterning gene *HANABA TARANU* (Zhao et al., 2004; Nawy et al., 2010) was only detected in the 24 HAP zygote apical and basal cells (Tables S5, S6, S8). We note, however, that the PLT core set also includes many genes with undescribed roles during (early) embryogenesis, or even of completely unknown function, which warrants further functional studies.

It has been thoroughly established that PLTs orchestrate a wide array of developmental processes (Horstman et al., 2014; Scheres and Krizek, 2018). Given that ectopic overexpression of all six PLT genes results in production of somatic embryos in *Arabidopsis* (Boutilier et al., 2002; Tsuwamoto et al., 2010; Horstman et al., 2017), it is not surprising that PLTs are also responsible for proper progression of zygotic embryogenesis. In line with the observations of Chen et al. (2022), we observed zygotic expression of *BBM*, but also of *PLT2*, albeit much more frequently (∼74% and ∼84%, respectively) than their reported ∼2%. This observation is supported by the 14 and 24 HAP zygote RNA-seq datasets (Zhao et al., 2019; Fig. S3A), in which expression levels similar to those observed in one-cell-stage embryos were detected. We thus presume this discrepancy is of a technical nature, possibly due to different construct expression levels, clearing/staining methodology, and/or the plant line used, and conclude that PLT2 and BBM are consistently present in zygotes. Importantly, research in other species corroborates the functional aspects of PLTs during early embryogenesis. For example, it has been shown in rice that ectopic overexpression of *OsBBM1* resulted in production of somatic embryos, and that seed viability of *osbbm1 osbbm2 osbbm3* triple mutants was severely compromised (Khanday et al., 2019). Understanding which PLTs guide early embryogenesis is vital in understanding how different transcriptional networks are employed to facilitate morphogenesis.

As we have shown through promoter swap assays (Table 2), it is not PLT protein sequence but rather expression pattern that reflects analogous gene function. Thus, predicting PLT function in other plant species based on orthologous relationships demands caution. In support of this notion, it has been shown that PLTs regulate a common set of target genes and that they all recognize an ANT-like consensus motif (Yano et al., 2009; Horstman et al., 2015; O'Malley et al., 2016; Santuari et al., 2016). Any PLT gene could at least partially rescue the root length and meristem size phenotypes observed in *plt1 plt2* mutants when driven by *pPLT2* (Galinha et al., 2007; Santuari et al., 2016), including *PLT7*. In addition, full complementation of the *plt3 plt5 plt7* lateral root phenotype was established when any PLT gene was expressed from the primordium-specific promoter *pPLT7-1.5 kb* (Du and Scheres, 2017). It is therefore likely that the embryonic defects in *plt2 bbm* mutants arise from the absence of PLTs during the zygote phase, leading to loss of meristematic potential, as *PLT2* and *BBM* appear to be the only expressed family members at this stage. In support of this notion, the majority of *plt2 bbm* embryos were not able to divide. Nevertheless, we cannot completely exclude the possibility that lack of strong PLT gene expression in the apical cell, where *PLT7* was only weakly expressed (Fig. 2G), in *plt2 bbm* underlies the observed embryonic arrest phenotypes in which cell divisions were able to take place (Fig. 3H-N).

From an evolutionary perspective, it is intriguing to observe redundancy of PLT2 and BBM, but not PLT1, during embryogenesis. PLT1 and PLT2 act redundantly to maintain the root apical meristem after germination in *Arabidopsis* (Aida et al., 2004; Galinha et al., 2007), but this redundancy is clearly not reflected in embryogenesis. *PLT1* and *PLT2* belong to the same gene clade within the *euANT* family, which exhibits little copy number variation as well as strongly conserved synteny across eudicots (Kerstens et al., 2020). How such similar paralogs developed differential spatiotemporal regulation in early embryos remains enigmatic, although differential expression was also observed in lateral root primordia (Du and Scheres, 2017). Identifying the relevant regulatory regions can shed light on the factors responsible for early embryonic gene expression of the PLT clade members.

In root meristems, PLT target gene analysis suggest that these factors promote stem cell maintenance, cell division and growth, and repress differentiation. The redundant and interchangeable roles of PLT genes in early embryogenesis lend support to the scenario that the initiation and maintenance of cell division and growth in embryos is mechanistically linked to meristematic programs. We presented evidence that direct PLT-regulated meristematic genes are already active during early embryogenesis, reinforcing this notion. It is therefore plausible that the evolution of the meristematic PLT growth control module required for initiation of embryonic divisions and meristematic potential predated and was adapted for embryonic growth in the context of seed development.

## MATERIALS AND METHODS

### DAP-seq

gDNA was extracted from 5 days post-germination Col-0 roots grown on ½ Murashige and Skoog (MS) medium including vitamins (Duchefa) and 3% plant agar (Duchefa). Briefly, tissue was pulverized with the TissueLyzer LT (QIAGEN) using two 30-s cycles at 30 Hz before extraction with 500 µl CTAB buffer (2% CTAB, 1.4 M NaCl, 20 mM EDTA, 100 mM Tris-HCl pH 8, 0.2% 2-mercaptoethanol) at 60°C for 30 min. The gDNA was extracted twice with 500 µl chloroform, then precipitated with 500 µl isopropanol. The pellet was washed with 1 ml 70% ethanol+10 mM ammonium acetate, resuspended in 250 µl TE buffer with 2.5 µg RNase A (Roche) and incubated for 30 min at 37°C. The RNA-free gDNA was precipitated with 250 µl isopropanol+25 µl 3 M sodium acetate, washed with 1 ml 70% ethanol, then finally resuspended in TE buffer. Then, 1 µg gDNA was fragmented in 400 ml TE buffer. Further library preparation steps were performed as described by Bartlett et al. (2017).

*In vitro* protein synthesis was performed with the TnT SP6 High-Yield Wheat Germ Protein Expression System (Promega) according to the manufacturer's instructions, using 5 µg plasmid as input. Further DAP steps were performed as described by Lai et al. (2020) for ‘single-protein DAP-seq’ with minor modifications. Briefly, 200 ng DAP-library was added to 48 µl TnT reaction, supplemented with 400 µl with DAP binding buffer (PBS, 0.005% NP40, 1 mM EDTA, pH 7.4) and incubated for 1 h at room temperature on a rotator, then 30 min on the tabletop. Next, 15 µl pre-washed anti-FLAG M2 magnetic beads (Sigma-Aldrich) were added to the library-TnT mix supplemented with DAP binding buffer to 1 ml and incubated at room temperature for 2 h on a rotator, and thereafter washed four times with 1 ml DAP binding buffer. The FLAG-protein-library complexes were eluted off the beads by twice incubating the beads with 400 µl elution buffer {380 µl PBS+20 µl 3xFLAG solution [5 mg/ml 3xFLAG peptide (APExBio), 0.125 M Tris-HCl, 0.25 M NaCl, pH 7.5]} on a rotator for 30 min at 4°C. The eluted 800 µl library was boiled for 10 min at 98°C, then column-purified with the GeneJET PCR Purification Kit (Thermo Fisher Scientific) using a 1:1:1 ratio of sample:GeneJET binding buffer:isopropanol. After 20 cycles of amplification, the libraries were size selected for fragments >200 bp and 150 bp-paired-end sequenced at GenomeScan BV on a NovaSeq6000 (Illumina) platform.

### ChIP-seq and DAP-seq analysis

Raw BBM ChIP-seq and all DAP-seq reads were obtained from Gene Expression Omnibus (accession numbers GSE52400 and GSE60143, respectively), as listed in Table S10. After adapter trimming with fastp v0.23.2 (Chen et al., 2018) reads were mapped to the TAIR10 genome with BWA-MEM v0.7.17 (Li, 2013 preprint). Secondary, unmapped, duplicate, and mapping quality <30 reads were removed with SAMtools v1.15 (Danecek et al., 2021) and Sambamba v0.6.6 (Tarasov et al., 2015). Peaks were called with MACS3 v3.0.0a7 (Zhang et al., 2008) at a *q*-value threshold of 0.05. To subtract background peak signal, HALO DAP (O'Malley et al., 2016), 3xFLAG-EGFP DAP (this study) and 35S::BBM/pBBM::GFP (Horstman et al., 2017) served as negative controls for the corresponding datasets associated with each study. Because PLT2 ChIP-seq reads (Santuari et al., 2016) were provided in color space format, they could not be analyzed directly with our pipeline; the called peaks from this study were adopted directly instead.

Nuclear peak overlap was determined by adding 150 bp flanking sequences to the called peaks, then reciprocally overlapping these sequence ranges using BEDtools (Quinlan and Hall, 2010). Because we obtained around tenfold more peaks from the two BBM ChIP-seq datasets than from the other sets with identical settings, overlap between these two datasets was omitted. Peaks scoring >75% reciprocal overlap were analyzed with MEME-ChIP (Machanick and Bailey, 2011) and annotated with HOMER (Heinz et al., 2010). Analysis steps were computationally parallelized with GNU Parallel (https://www.gnu.org/software/parallel/).

### PLT Regulome analyses

Regulome analyses were performed in R v4.0.3 (R Core Team, 2010), using packages dplyr v1.0.8 (https://github.com/tidyverse/dplyr, https://dplyr.tidyverse.org), ggplot2 v3.3.5 (Wickham, 2016), ggvenn v0.1.9 (https://CRAN.R-project.org/package=ggvenn), magrittr v2.0.1 (https://github.com/tidyverse/magrittr), readxl v1.4.3 (https://github.com/tidyverse/readxl), rstatix v0.7.0 (https://github.com/kassambara/rstatix), Seurat v5.0.1 (Satija et al., 2015), tibble v3.1.6 (https://github.com/tidyverse/tibble) and tidyr v1.1.4 (https://github.com/tidyverse/tidyr). PLT gene overexpression-responsive genes were obtained from (Santuari et al., 2016). RNA-seq data for the root meristem, shoot stem cells, 14 HAP/24 HAP zygotes, apical/basal cell and root cell lineages (sample: ‘col-0’) were retrieved from publicly available datasets (Li et al., 2016; Zhao et al., 2019; Gutzat et al., 2020; Zhou et al., 2020; Roszak et al., 2021; Shahan et al., 2022) Apart from the protophloem scRNA-seq, which was normalized previously in probabilistic manner, and the other single-cell lineages, which were converted to log_10_ (TP10k), each dataset was converted to log_10_ (TPM) values and averaged if more than one replicate was present. Genes were marked as being expressed if log_10_ (TPM) >0.75, based on density plots of this parameter. Shoot stem cell genes meeting this criterion were determined separately for 7-day-, 14-day- and 35-day-old plants, then concatenated. Genes in the phloem set were considered expressed if normalized counts >5, and genes in the other root lineages if log_10_(TP10k) >0.1. ‘Early’ (stem-like) and ‘late’ (differentiated) protophloem cells were defined as having pseudotime ≤1 and pseudotime ≥86, respectively, and genes not expressed in at least 10% of these ‘early’ or ‘late’ cells were removed. Likewise, stem(-like) and differentiated cells in the Shahan et al. (2022) dataset were defined as belonging to pseudotime groups ‘T0’/‘T1’ and ‘T8’/‘T9’, respectively, with the same 10% cut-off. Cumulative PLT gene expression was determined by summing the expression of all PLT genes. GO analysis was performed with agriGO v2.0 (Tian et al., 2017) against the TAIR10 background, using hypergeometric tests with Hochberg (FDR) correction. The GO network was made with Revigo (Supek et al., 2011) with default settings and visualized with Cytoscape v3.9.1 (Shannon et al., 2003).

### Plant material

*Arabidopsis thaliana* ecotypes Columbia-0 (Col-0) and Wassilewskija (Ws) were used. *plt1-4* and *plt2-2* alleles have been described by Aida et al. (2004) and *plt3-1* by Galinha et al. (2007). *bbm-1* (SALK_ 097021) was provided by the SALK Institute (Alonso et al., 2003). *plt5-2* and *plt7-1* have been described by Prasad et al. (2011). Higher-order T-DNA mutants were obtained by stacking above mutants. The *plt3 plt5 plt7-cr* triple mutant has been described by Kerstens et al. (2021). *plt3 bbm plt5 plt7-cr* was generated with CRISPR/Cas9 of *BBM* in *plt3 plt5 plt7-cr* (see ‘Cloning’ section). *plt2 bbm-cr* lines were created by simultaneously targeting *PLT2* and *BBM* sgRNAs (see ‘Cloning’ section); *plt2 bbm/+ -cr* was generated by selfing the backcross *plt2 bbm-cr #1×*Col-0. Growth conditions of plants were as described by Willemsen et al. (1998). Translational pPLT::PLT-YFP have been described by Aida et al. (2004), Galinha et al. (2007) and Prasad et al. (2011). Seed abortion was counted in maturing siliques (yellow) on multiple individuals per plant line.

### Cloning

The promoter swaps were generated in the Gateway vector pGreenII 227 using the promoters and genomic sequences of the translational fusions as described by Aida et al. (2004) and Galinha et al. (2007). *PLT2* and *BBM* CRISPR constructs were generated as described by Kerstens et al. (2021), except that we used a *Zea mays* codon-optimized intronized Cas9 protein (zCas9i; Grützner et al., 2021), using one sgRNA per gene. The zCas9i module pRPS5A::ΩTMV:zCas9i:NOSt was assembled by combining pICH41233-pRPS5A (Kerstens et al., 2021), pICH41402 (Addgene #50285; ΩTMV 5′UTR), pAGM47523 (Addgene #153221; zCas9i) and pICH41421 (Addgene #50339; NOSt) in pICH47742 (Addgene #48001) using Golden Gate cloning (Engler et al., 2014). All constructs were electroporated into *Agrobacterium tumefaciens* (C58C1.pMP90) and transformed into Col-0 wild-type plants as described by Clough and Bent (1998).

The *in vitro* translation vector pSPUTK-GG was designed by making the Gateway vector pSPUTK (Invitrogen) Golden Gate-compatible. pSPUTK amplicons were amplified with pSPUTK F1/R1 and pSPUTK F2/R2, and combined with a *lacZ* amplicon originating from pICH47751 (Addgene #48002) amplified with pSPUTK-*lacZ* F/R. pSPUTK-GG 3xFLAG-cPLT3 was made by first amplifying *cPLT3* (*AT5G10510.4*/*AT5G10510.6*) from Col-0 cDNA with BsaI-cPLT3 F and BsaI-cPLT3 R, then combining the amplicon with pICSL30005 (Addgene #50299; 3xFLAG) and pSPUTK-GG through Golden Gate cloning. pSPUTK-GG 3xFLAG-GFP was made in the same way using pICH41531 (Addgene #50321; EGFP) instead of an amplicon. Primers used to generate the constructs are listed in Table S12.

### Genotyping

The T-DNA insertions in *plt1-4*, *plt2-2*, *plt3-1*, *bbm-1*, *plt5*-*2* and *plt7-1* lines were verified by genotyping as described by Aida et al. (2004), Galinha et al. (2007) and Prasad et al. (2011). Mutant combinations were generated by crossing, and lines of different allelic combinations were selected from F2 populations by genotyping. *plt2* and *bbm* CRISPR target regions were amplified with *PLT2* CRISPR F/R and *BBM* CRISPR F/R, then Sanger sequenced with either primer (Table S12).

### Oligonucleotides

### Microscopy

For differential interference (DIC) microscopy, ovules were collected from developing siliques, cleared and mounted according to Willemsen et al. (1998). Confocal microscopy of PLT-YFP embryos was performed on dissected embryos mounted in 5% glucose. YFP was detected with an excitation wavelength of 488 nm. For visualization of *plt2 bbm* arrests, staining and clearing were performed on globular-stage ovules segregating the mutant allele using ClearSee and SCRI Renaissance 2200 as described by Tofanelli et al. (2019), and embryos were imaged using a 405 nm excitation laser. Zygotic PLT gene expression was analyzed by hand-pollinating stage 13 flowers, and subsequently fixing, clearing and staining 32 HAP whole siliques with ClearSeeAlpha and SCRI Renaissance 2200 as described by Kurihara et al. (2021), and confocal microscopy was performed as above.

## Supplementary Material

10.1242/develop.202527_sup1 Supplementary information

Table S1. Genes with a PLT binding peak within a [-4 kb, +4 kb] range from the TSS and direct PLT target genes upregulated during PLT overexpression.

Table S2. 197 overlapping direct PLT target genes in the RAM, SAM and QC.

Table S3. Gene ontology analysis of the 197 ‘core’ PLT regulome targets using hypergeometric tests with the Hochberg (FDR) correction.

Table S4. Biological process GO clustering analysis of the PLT ’core’ regulome.

Table S5. PLT ‘core’ targets expressed in the apical cell of the embryo (Zhou et al., 2020).

Table S6. PLT ‘core’ targets expressed in the basal cell of the embryo (Zhou et al., 2020).

Table S7. PLT ‘core’ targets expressed in 14 HAP zygotes (Zhao et al., 2019).

Table S8. PLT ‘core’ targets expressed in 24 HAP zygotes (Zhao et al., 2019).

# Supplementary material for: PLETHORA transcription factors promote early embryo development through induction of meristematic potential
**Source:** Development. 2024 Jun 17;151(12):dev202527. doi: 10.1242/dev.202527
**Supplement:** Supplementary information

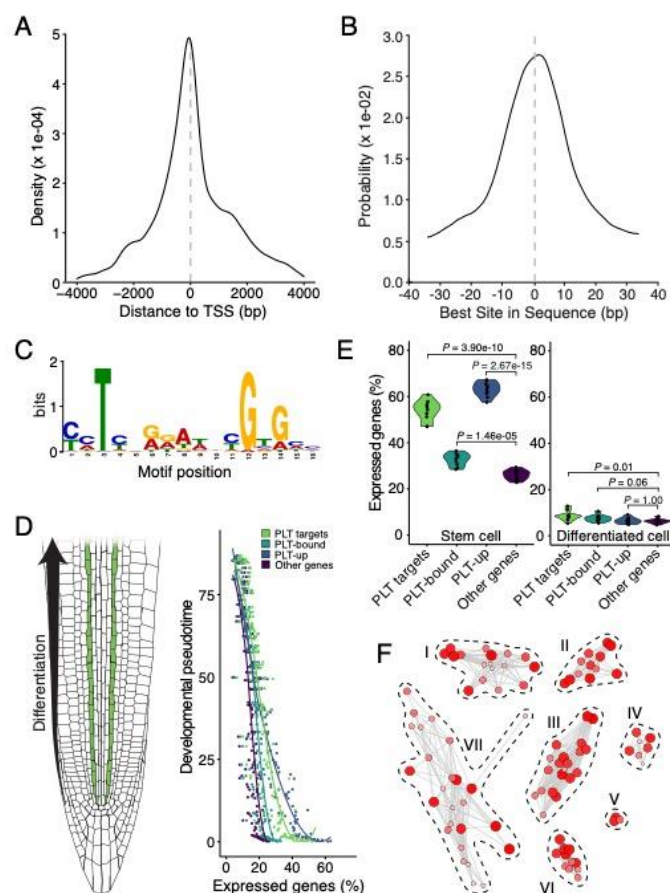

**Fig. S1.** PLTs bind to a canonical binding motif, and genes near these motifs are expressed primarily in meristematic cells. (A) Density plot of PLT ChIP/DAP-seq peaks around the TSS of target genes. (B) CentriMo output showing positions of PLT recognition sequence within PLT peaks, as depicted in the sequence log in (C). (D) Percentage of expressed PLT target (bound + upregulated), PLT-bound, PLT-upregulated and non-target genes over pseudotime, as depicted in the schematic root. The protophloem lineage is indicated. Each dot is the average value of cells in bins of 0.1 pseudotime ( $n > 1$ ). Lines are loess regressions. (E) Percentage of expressed PLT target (bound + upregulated), PLT-bound, PLT-upregulated and non-target genes in stem cell-like and differentiated protophloem cells (one-tailed Welch's  $t$ -tests, Bonferroni correction,  $n = 10$ ). (F) Network representation of the GO category 'biological process' for the 197 factors in the 'core' PLT regulome. Nodes are terms, edges depict relatedness between terms. Clusters are numbered and represent the following terms: regulation (I), response (II), development and morphogenesis (III), chromatin and cytoskeleton organization (IV), cell division (V), import, transport and localisation (VI), and (DNA) metabolism and modification (VII). Node size and colour scale with FDR values (i.e. bigger and redder is more significant).

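The position of the PLT3 root DAP peaks relative to the TSS was computed for this dataset alone, in bins of 500 bp, and set against 10000 random placements of the same peaks. Downstream of the TSS of protein-coding genes, from 0 to 500 bp, 338 peaks were centred, against 224 ± 14.2 (SD) by random placement. In the 500 bp upstream, 86 peaks were centred, against 204 ± 13.5 (SD). Both differences had a two-sided permutation p of 0.0002, the smallest possible, and 0.00107 after Benjamini-Hochberg adjustment over the 16 bins. With all annotated genes, the same bins held 452 and 165 peaks, against 296 ± 15.9 and 271 ± 15.1 (SD) by random placement, with the same adjusted p. Uniform random placement does not match the GC content of the peaks. For protein-coding genes, the ratio of the downstream to the upstream bin was 3.93 for the peaks (95% bootstrap interval 3.12 to 5.06), 1.10 by random placement and 3.49 (95% interval 2.79 to 4.27) for random positions matched to the peaks on GC content, so the peaks did not differ from the matched positions beyond these intervals. Each peak centre was put in a single feature class. Where features overlap, coding exons came first, then 5′ UTRs, 3′ UTRs, non-coding genes or pseudogenes, introns and upstream sequence. By this rule, 791 peaks or 39.6% lay in coding exons, 1.40-fold more than by random placement. Non-coding genes or pseudogenes held 413 peaks, 2.00-fold more. Introns held 168 peaks, the 1 kb upstream of protein-coding genes held 112 peaks and 3′ UTRs held 20 peaks. Each held fewer than by random placement, with ratios of 0.563, 0.422 and 0.175. The upstream class leaves out sequence that overlaps any annotated gene. These 5 differences had an adjusted p of 0.00028 over the 7 feature classes (two-sided permutation test). Other intergenic sequence held 395 peaks, with a ratio of 0.879 (permutation test, adjusted p = 0.00373). The 97 peaks in 5′ UTRs did not differ from random placement (ratio 0.991, permutation test, adjusted p = 0.964). The feature classes were not compared with positions matched on GC content. Whether GC content accounts for these differences was therefore not tested, and they do not show a preference of PLT3 for a feature.

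**Figure D1:**
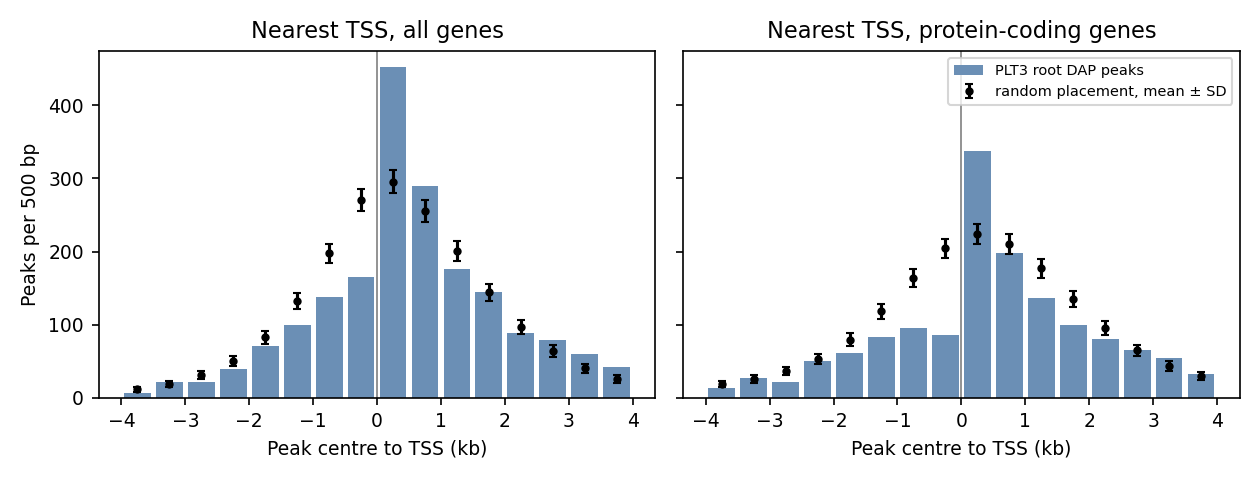
Number of PLT3 root DAP peaks (bars) by distance in kb from the peak centre to the nearest TSS, in bins of 500 bp, for all genes and for protein-coding genes; points and error bars are the mean and SD of 10000 random placements. The bar just downstream of the TSS lies above the random placements and the bar just upstream lies below them in both gene sets.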

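A position weight matrix of 16 positions was learnt from the 100 bp around the summits of the 1330 peaks of chromosomes 1, 3 and 5, without using the published motif, and applied to the 666 peaks of chromosomes 2 and 4. Its consensus was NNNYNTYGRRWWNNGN, in which G made up 89.6% of bases at position 8, T made up 84.9% at position 6 and G made up 78.5% at position 15, counted from the 5′ end. A site scored above the threshold, set so that 5% of the flanking windows of the training peaks passed, in 317 held-out peaks or 47.6% (95% Wilson confidence interval 43.8 to 51.4%). Of the flanking windows of these peaks, 4.65% passed (two-sided exact binomial test on discordant peaks, p = 1.41e-69). Some held-out peaks share sequence with a training peak. Among the 479 that share no stretch of 20 bp with one, a comparison chosen after the data were examined, the share was 48.0% (43.6 to 52.5%) and that of the flanks was 3.34%. Within 200 bp of the summit, 449 held-out peaks had a site above the threshold. The threshold was set on windows of 100 bp, so more of these 400 bp windows pass it without binding. The number expected from flanks of this width was not computed, so the 449 are not all bound sites. The median distance from the middle of the best site to the summit was 21.5 bp, and 49.0% of the best sites lay within 20 bp of it.

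**Figure D2:**
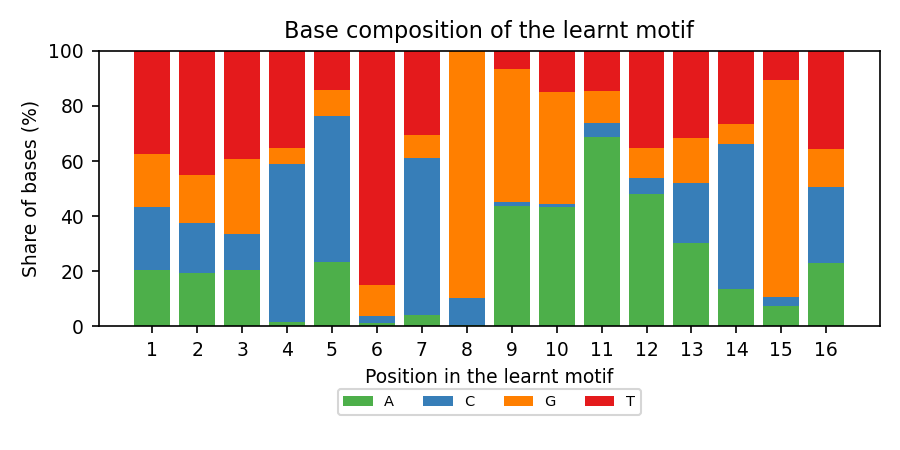
Share of each base in percent (stacked bars) at the 16 positions of the motif learnt from the PLT3 root DAP peaks of chromosomes 1, 3 and 5. G dominates position 8 at 89.6% and position 15 at 78.5%, and T dominates position 6 at 84.9%.

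**Figure D3:**
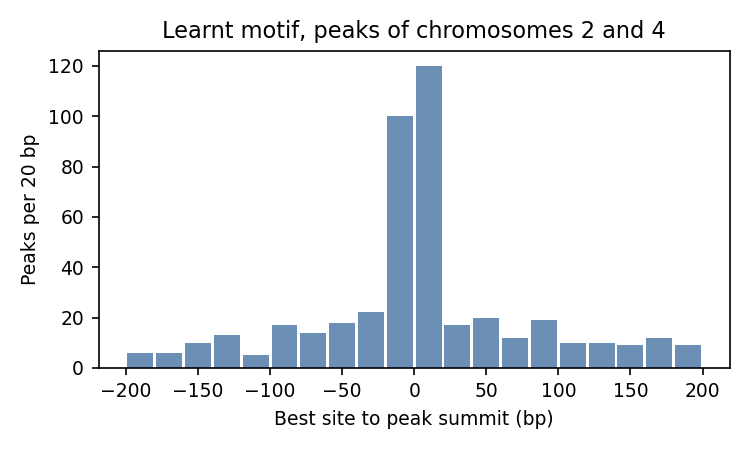
Number of held-out peaks (bars, chromosomes 2 and 4) by distance in bp from the summit to the middle of the best site of the learnt motif, in bins of 20 bp. The 2 bins beside the summit hold 100 and 120 of the 449 peaks.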

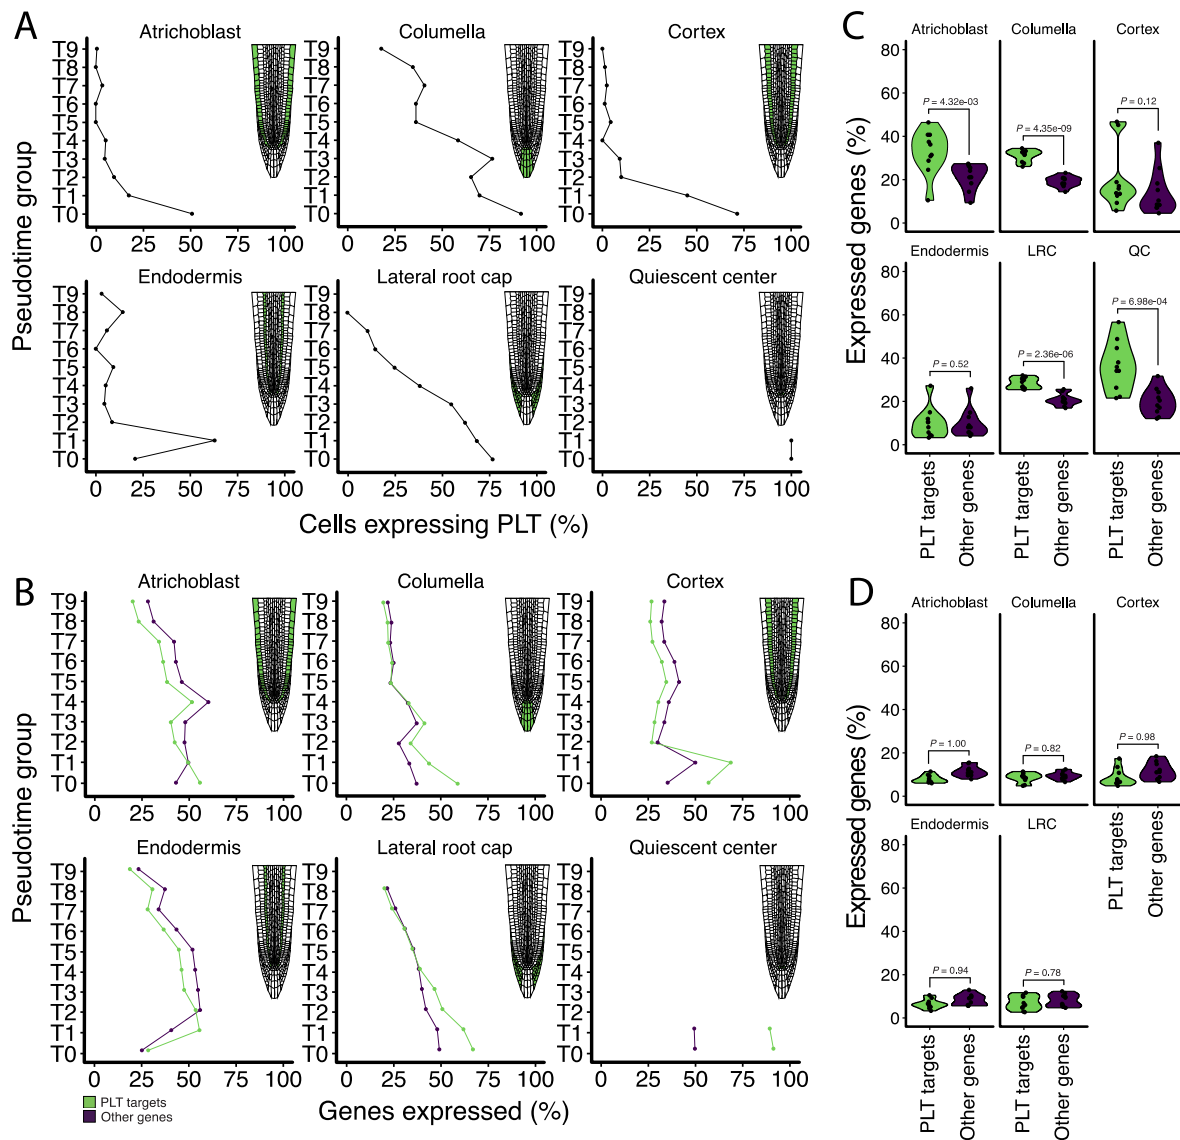

**Fig. S2.** *PLT* and upregulated direct *PLT* target gene expression is enriched in stem(-like) cells in various root cell lineages. (A) Percentage of atrichoblast, columella, cortex, endodermis, lateral root cap and quiescent center cells expressing *PLTs* over ten developmental pseudotime groups. Time group 0 ('T0') contains the earliest, most stem-like cells, whereas T9 contains the latest, most differentiated cells. Dots are the average percentage within each time group ( $n \geq 5$  per group). Lineages are indicated on a schematic root axis. (B) Percentage of expressed *PLT* target and non-target genes over pseudotime groups in the cell lineages given in (A) ( $n \geq 5$  per group). (C,D) Percentage of expressed *PLT* target and non-target genes in the ten most stem cell-like (C) and most differentiated (D) cells for the indicated lineages. *P*-values are derived from one-tailed Welch's *t*-tests for all comparisons, except for the cortex (C,D) and the endodermis (C) comparisons, which rely on one-tailed Mann-Whitney U tests instead. LRC = lateral root cap, QC = quiescent center.

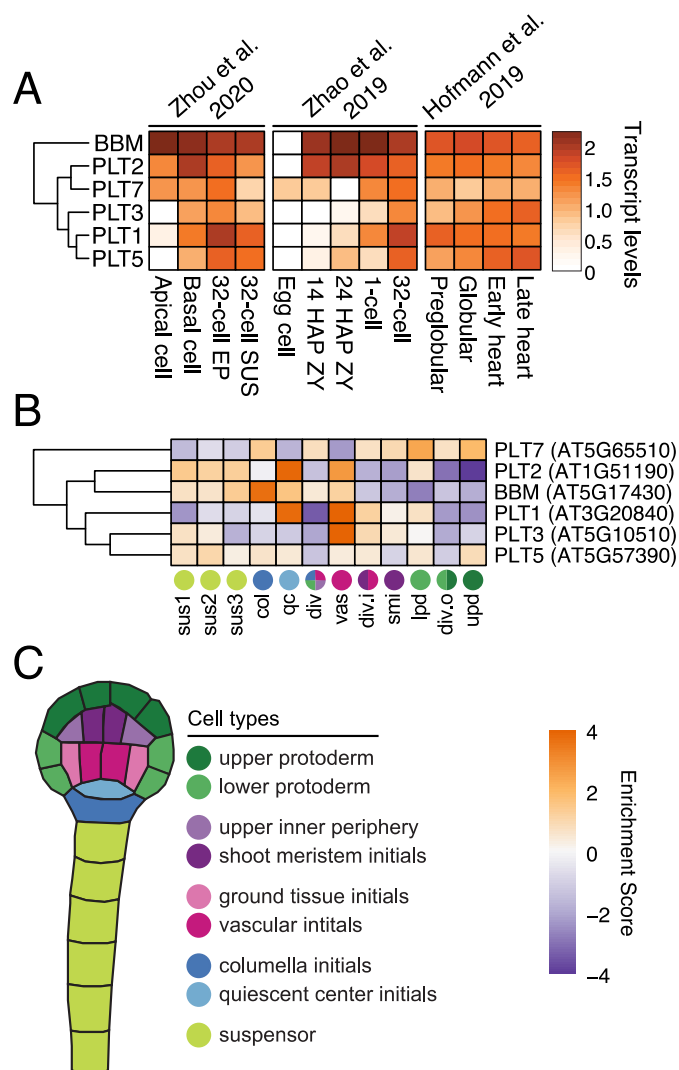

**Fig. S3.** *PLT* genes are expressed in partially overlapping expression domains in early and late embryogenesis. (A) *PLT* expression throughout embryogenesis (Hofmann et al., 2019; Zhao et al., 2019; Zhou et al., 2020). *PLTs* are clustered according to log<sub>10</sub>-transformed transcripts per million (TPM) values. (B) Single-cell *PLT* expression in globular embryo cell types as matrix and schematic heatmap (C). *PLTs* are clustered based on enrichment score (Kao et al., 2021).

**Table S1.** Genes with a PLT binding peak within a [-4 kb, +4 kb] range from the TSS and direct PLT target genes upregulated during PLT overexpression.

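The first column of this table lists the genes bound in the combined datasets and was used here only in part, with the first 1998 of the 2406 genes the paper gives, so no overlap was computed on it. The column of the 334 direct target genes, which are both bound and upregulated by PLT overexpression, was complete. It holds PLT5 (AT5G57390), the only one of the 6 PLT genes on that list. Absence from this list does not show that a PLT gene is not upregulated. A PLT3 root DAP peak on chromosome 5 of TAIR10, from 23256419 to 23256673, had its centre 157 bp downstream of the TSS of PLT5, in the 5′ UTR, with a fold enrichment of 4.69 and a −log10 q of 3.94. BBM (AT5G17430) also had a peak, on chromosome 5 from 5745080 to 5745473, 471 bp downstream of its TSS in an intron, with a fold enrichment of 6.39 and a −log10 q of 8.45. In neither peak did a site pass the threshold of the learnt motif. The other 4 PLT genes, PLT1, PLT2, PLT3 and PLT7, had no peak within 4 kb of their TSS.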

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202527#supplementary-data>

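Of the 197 core genes expressed in the root apical meristem, shoot apical meristem and quiescent centre, 58 genes or 29.4% (95% Wilson confidence interval 23.5 to 36.2%) were the nearest gene to a PLT3 root DAP peak within 4 kb. Random placement of the peaks gave 11.5 ± 3.24 core genes (SD; two-sided permutation test, p = 0.0002, the smallest p possible), with the limit that the peaks themselves helped to define the list. In the paper's tables of core genes expressed in the apical cell, the basal cell and the zygote at 14 and 24 h after pollination, 110 core genes appear in all 4 tables, and 37 of these had a peak. The 5 core genes with the largest fold enrichment were VLN4 (AT4G30160) at 12.2, AT4G27380 at 12.1, AT1G32360 at 11.9, AT3G04350 at 11.2 and SDP1 (AT5G04040) at 9.65. The peak of VLN4 lies on chromosome 4 of TAIR10 from 14753863 to 14754370, in an intron, 885 bp downstream of the TSS. Its best site for the learnt motif, TTGTCTGGGGAATTGT, runs from 14754101 to 14754116 on the plus strand. Of the 9 genes that the paper names as targets, 2 had a peak within 4 kb of their TSS. The peak of HTA8 (AT2G38810) on chromosome 2, from 16220716 to 16220982, had a fold enrichment of 5.05 and a −log10 q of 5.98, with its centre in the 5′ UTR, 79 bp downstream of the TSS. Its best site is GATGCTCGAAAATTGT, from 16220926 to 16220941 on the plus strand, within the sequence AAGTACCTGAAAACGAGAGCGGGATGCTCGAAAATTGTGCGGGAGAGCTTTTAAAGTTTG. The peak of PRL (AT4G02060) on chromosome 4, from 901509 to 901786, had a fold enrichment of 6.05 and a −log10 q of 7.31, with its centre in a coding exon, 1012 bp downstream of the TSS of PRL, although the TSS of another gene was nearer. Its best site is ATTTCTCGAGAATTTC, from 901619 to 901634 on the plus strand, within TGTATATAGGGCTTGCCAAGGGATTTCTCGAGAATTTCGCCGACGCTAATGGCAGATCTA. The 7 others, DDM1, HTB2, CYCD5;1, RFC2, SCR, MP and HAN, had no peak within this range in the PLT3 root library.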

**Table S2.** 197 overlapping direct PLT target genes in the RAM, SAM and QC.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202527#supplementary-data>

**Table S3.** Gene ontology analysis of the 197 'core' PLT regulome targets using hypergeometric tests with the Hochberg (FDR) correction.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202527#supplementary-data>

**Table S4.** Biological process GO clustering analysis of the PLT 'core' regulome.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202527#supplementary-data>

**Table S5.** PLT 'core' targets expressed in the apical cell of the embryo (Zhou et al., 2020).

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202527#supplementary-data>

**Table S6.** PLT 'core' targets expressed in the basal cell of the embryo (Zhou et al., 2020).

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202527#supplementary-data>

**Table S7.** PLT 'core' targets expressed in 14 HAP zygotes (Zhao et al., 2019).

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202527#supplementary-data>

**Table S8.** PLT 'core' targets expressed in 24 HAP zygotes (Zhao et al., 2019).

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202527#supplementary-data>

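For the PLT3 root DAP experiment, the deposited list holds 1996 nuclear peaks, the number that the paper's table gives, and 40 more on the organellar genomes. By chromosome, the nuclear peaks numbered 467, 327, 405, 339 and 458 on chromosomes 1 to 5. Their density lay between 15.3 peaks per Mb on chromosome 1 and 18.2 peaks per Mb on chromosome 4. The −log10 q of the nuclear peaks had a median of 4.82 and reached 148. At a q-value of at most 0.01, 1870 nuclear peaks were left, and at most 1e-05, 944. The smallest fold enrichment was 2.52. The overlap with the other datasets was not computed here.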

**Table S9.** ChIP/DAP-seq datasets used in this study.

| Dataset     | Tissue origin  | Peaks | Overlap | --extsize | Reference              |
|-------------|----------------|-------|---------|-----------|------------------------|
| PLT1 DAP    | Leaf           | 277   | 251     | 140       | O'Malley et al. (2016) |
| PLT1 ampDAP | Leaf           | 137   | 137     | 117       | O'Malley et al. (2016) |
| PLT3 DAP    | Leaf           | 496   | 487     | 124       | O'Malley et al. (2016) |
| PLT3 DAP    | Root           | 1996  | 893     | 156       | This study             |
| PLT7 DAP    | Leaf           | 655   | 617     | 175       | O'Malley et al. (2016) |
| PLT7 ampDAP | Leaf           | 2251  | 1411    | 125       | O'Malley et al. (2016) |
| PLT2 ChIP   | Root           | 2482  | 1201    | -         | Santuari et al. (2016) |
| BBM ChIP    | Seedling       | 20196 | 1617    | 260       | Horstman et al. (2017) |
| BBM ChIP    | Somatic embryo | 16181 | 1355    | 265       | Horstman et al. (2017) |

**Table S10.** Peak overlap between *PLT* ChIP and DAP datasets. Numbers reported are shared peaks with at least one other dataset. Note that the *BBM* ChIP datasets were not directly compared with one another.

| Dataset                  | Peaks shared |
|--------------------------|--------------|
| PLT1 DAP, leaf           | 269          |
| PLT1 ampDAP, leaf        | 137          |
| PLT3 DAP, leaf           | 505          |
| PLT7 DAP, leaf           | 619          |
| PLT7 ampDAP, leaf        | 1417         |
| PLT3 DAP, root           | 907          |
| PLT2 ChIP, root          | 1201         |
| BBM ChIP, seedling       | 1617         |
| BBM ChIP, somatic embryo | 1355         |

**Table S11.** CRISPR mutants generated in this study. Mutation sites are indicated upstream of the PAM (N[GG] = 0) and downstream of the TSS (A[TG] = +1).

| Gene        | Genotype                             | Indel | bp from PAM | bp from TSS | Length (aa) |
|-------------|--------------------------------------|-------|-------------|-------------|-------------|
| <i>PLT2</i> | Col-0                                | -     | -           | -           | 568         |
|             | <i>plt2 bbm-cr</i> T <sub>1</sub> #1 | + T   | -4          | +476        | 87          |
|             | <i>plt2 bbm-cr</i> T <sub>1</sub> #2 | + T   | -4          | +476        | 87          |
|             | <i>plt2 bbm-cr</i> T <sub>1</sub> #3 | + A   | -5          | +475        | 87          |
| <i>BBM</i>  | Col-0                                | -     | -           | -           | 584         |
|             | <i>plt2 bbm-cr</i> T <sub>1</sub> #1 | + T   | -4          | +21         | 15          |
|             | <i>plt2 bbm-cr</i> T <sub>1</sub> #2 | + A   | -4          | +21         | 15          |
|             | <i>plt2 bbm-cr</i> T <sub>1</sub> #3 | + A   | -4          | +21         | 15          |
|             | <i>plt3 bbm plt5 plt7-cr</i>         | + A   | -4          | +21         | 15          |

**Table S12.** Oligonucleotides

| Oligo name           | Sequence 5' - 3'                           |
|----------------------|--------------------------------------------|
| <i>PLT2</i> sgRNA    | CTTAGGAGTGAGCAAATCGG                       |
| <i>BBM</i> sgRNA     | AACTCGATGAATAACTGGTT                       |
| <i>PLT2</i> CRISPR F | GTTTGCAGCCATACTTGGAG                       |
| <i>PLT2</i> CRISPR R | CTTTCACAGTGGCGACTTCT                       |
| <i>BBM</i> CRISPR F  | GCCTCGGAAGAAATGAACAT                       |
| <i>BBM</i> CRISPR R  | CACAAACCTCGGGAGTGACT                       |
| BsaI-cPLT3 F         | AAAGGTCTCAAATGATGGCTCCGATGACG              |
| BsaI-cPLT3 R         | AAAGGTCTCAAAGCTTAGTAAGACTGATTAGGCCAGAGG    |
| pSPUTK F1            | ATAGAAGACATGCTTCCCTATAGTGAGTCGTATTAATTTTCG |
| pSPUTK R1            | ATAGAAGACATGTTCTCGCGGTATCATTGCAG           |
| pSPUTK F2            | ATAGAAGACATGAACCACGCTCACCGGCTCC            |
| pSPUTK R2            | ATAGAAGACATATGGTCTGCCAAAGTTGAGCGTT         |
| pSPUTK-lacZ F        | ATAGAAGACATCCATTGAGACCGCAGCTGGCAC          |
| pSPUTK-lacZ R        | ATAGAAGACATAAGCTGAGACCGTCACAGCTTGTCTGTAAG  |

How the deposited data were processed for this re-analysis (not part of the article)

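PLT3 binding was measured by DAP-seq on genomic DNA from roots at 5 days post-germination, with 1 library for 3xFLAG-PLT3 and 1 for the 3xFLAG-EGFP control. In each case, 200 ng of prepared DNA library entered the binding reaction, followed by 20 cycles of amplification. The EGFP library entered only as the control for peak calling by the authors and was not analysed here on its own. There are no replicates, so no spread between libraries can be given.

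The authors trimmed reads with fastp 0.23.2, mapped them to TAIR10 with BWA-MEM 0.7.17 and filtered them with SAMtools 1.15 and Sambamba 0.6.6, which removed duplicates and reads with a mapping quality below 30. They called peaks with MACS3 3.0.0a7 at a q-value threshold of 0.05. The removal of reads with a low mapping quality lowers the signal in sequence that occurs more than once in the genome. The deposited list holds, for each peak, the fold enrichment at the summit as a linear ratio over the local background, −log10 p and −log10 q. The authors' list also has an integer score, which is 10 times the −log10 q rounded down and was not used. It also gives the summit as a distance in bp from the start of the peak. The depth of the libraries is unknown, because the list gives no read counts. Intervals of shares are 95% Wilson confidence intervals and cover counting error only.

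Positions are 1-based. Genes, features and sequence came from TAIR10.1 with its annotation of 37899 nuclear genes, of which 27444 are protein-coding. The mitochondrial genome of TAIR10.1 differs from that of TAIR10, so the mitochondrial peaks were counted but not placed on it. Peak centres were assigned to the nearest TSS within 4 kb, the range of the paper. The genes named are those that the paper names as PLT targets and the 6 PLT genes. The others are the nearest genes of the 10 nuclear peaks with the largest −log10 q. The 5 core genes with the largest fold enrichment are named as well. This rule was set before the data were examined, together with the tests and the alternatives, apart from those stated to have been added.

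Peak positions were compared with 10000 random placements on the same chromosome, avoiding unknown bases, with a two-sided permutation p that cannot fall below 0.0002. These tests treat peaks as independent, although some share sequence with another peak. Differences in mean log2 fold enrichment were tested with 100000 resamples, two-sided, with a smallest p of 1e-05. Motif matches in the 100 bp at the summit and 500 bp downstream were compared by a two-sided exact binomial test on peaks with a match in 1 of both windows. The motif of Fig. S1C was read from its picture as YMTYNRRWWNYGYR, and a matrix of 16 positions was learnt by expectation maximisation on chromosomes 1, 3 and 5 and tested on chromosomes 2 and 4. Alternatives were q-value thresholds of 0.01 and 1e-05, summits in place of centres, protein-coding genes only, other rules and ranges for the assignment of genes, placement within 10 kb to 50 kb, other forms of the motif and other windows.

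Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The methods were tested on simulated data. Of 100 random placements without any effect, 6 had a p below 0.05 for peaks near a TSS, and of 100 with peaks planted near a TSS, 99 did. For the difference in log2 fold enrichment, 4 of 100 draws without an effect and 97 of 100 with a planted difference had a p below 0.05. With 60 planted target genes the permutation test by placement gave p = 0.00664, the smallest that the 300 placements used there can give. A matrix learnt from simulated windows recovered 98.6% of 290 windows with a planted motif and called 5.48% of 310 windows without one. The planted motif was a single fixed sequence with few bases changed, far less variable than the motif learnt from the peaks. This recovery therefore does not give the share of real PLT3 sites that the matrix finds. The first column of Table S1 was not used in a test, since only part of it was at hand. Other ChIP and DAP datasets and the expression data of the paper were not analysed here.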

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

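The comparisons of fold enrichment between organellar and nuclear peaks were chosen only after the result was seen, and the motif test on chloroplast peaks was set beforehand.

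The peak list holds 28 peaks on the mitochondrial genome and 12 on the chloroplast genome, which the paper does not discuss. They stand out as signal above the EGFP control in data that were left aside. Their median fold enrichment was 2.83, and each had a lower fold enrichment than the median of the 20 nuclear peaks nearest to them in q-value, whose median was 9.83. This is consistent with the explanation that high copy number of organellar DNA gives small q-values to weak enrichment (lower fold enrichment than the nuclear peaks nearest in q-value at all 40 organellar peaks). For 9 of them, these nuclear peaks did not all lie within 10% of their −log10 q. Among the 31 others, with a −log10 q from 1.83 to 34.5, all 31 had a lower fold enrichment, with a median of 2.44 against 7.60. The depth and the copy number themselves were not measured here. Of the 12 chloroplast summits, 3 had a site of the learnt motif in the surrounding 100 bp, compared with 2 of 24 windows beside them (Fisher's exact test, two-sided, p = 0.307). With so few peaks, binding to the motif in chloroplast DNA stays open. Apart from the motif, no biological explanation was tested, since no condition, tissue or time point varies in these data.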

How the results depend on the processing

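Gene-poor windows defined by protein-coding genes, protein-coding genes with local placement, and held-out peaks without shared sequence were settings chosen only after the result was seen; all others were set beforehand.

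No paired analysis was possible because there is 1 library per protein. Of 49 comparisons of a test with an alternative set beforehand, 44 kept their direction and their side of the threshold, and the 4 added settings are given separately. The 44 include all alternatives set beforehand for target genes with a peak (49 to 128 genes), core genes with a peak (26 to 72 genes), the motif ratio (3.35 to 11.4) and the difference in log2 fold enrichment at target genes (0.01 to 0.04, none past the threshold).

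The number of genes with a peak, 1749, was 843 with q-values of at most 1e-05, 1029 with the nearest TSS within 1 kb and 4300 with every gene within 4 kb, which follows from the construction of these settings, with fewer peaks, a narrower range or several genes per peak. The share of peaks within 1 kb of a TSS, 52.4%, did not differ from random placement, but lay above the 49.3% obtained when each peak was moved by 10 kb to 50 kb (permutation p = 0.0082). With protein-coding genes only it was 35.9%, below the 40.2% of random placement (permutation p = 0.0002), and in the added setting with both changes it was 35.9% against 34.4% (p = 0.128). The share within 4 kb, 94.9%, was below random placement, but did not differ from the 95.4% of local placement (permutation p = 0.285). With protein-coding genes only it was 72.3% against 84.1% (permutation p = 0.0002), and in the added setting with local placement as well, 72.3% against 73.9% (permutation p = 0.0126). The difference in log2 fold enrichment between peaks with and without the motif, 0.05 (permutation p = 0.214), passed the threshold with the learnt matrix on held-out peaks, at 0.13 (p = 0.00077). Peaks in gene-poor windows made up 1.25% against 1.53% by random placement (permutation p = 0.365). With 500 kb windows they made up 1.50% against 1.32% (permutation p = 0.522), so the direction changed with no difference past the threshold under either. Counting protein-coding genes only, as added, they made up 31.5% against 16.2% (permutation p = 0.0002). Apart from the counts of genes, the cause of these changes was not tested. On held-out peaks without a stretch of 20 bp shared with a training peak, also added, the motif ratio was 14.4. All placement p-values are two-sided permutation tests. The unknown depth limits what the absence of a peak at a gene can show.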

Other observations

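The definition of gene-poor regions by protein-coding genes, the test on the weakest peaks, the test on held-out peaks without a shared stretch of 20 bp, the comparison of peaks outside repeat families with random positions, with and without matching on GC content, the 5 lengths of the shared stretch and the interval of the difference in fold enrichment were chosen only after the result was seen; the other tests were set before their outcome, on patterns found in the same data.

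The 10 nuclear peaks with the largest −log10 q had values from 44.4 to 148. Organellar peaks, with a −log10 q of up to 146, were not ranked. The 10 nuclear peaks lie nearest to AT2G12695, AT3G33172, AT1G23300, AT4G08956, RAP2.6 (AT1G43160), AT1G05307, AT2G15410, AT3G05955, AT2G12690 and AT3G28005. None of these genes is among the 334 targets, and the peak nearest to RAP2.6 is centred outside the 4 kb range, at −10359 bp from its TSS. The best site of the learnt motif had the same sequence, TTTCCGCCAAAAACGT, in 4 of the 10 peaks. This sequence passes the threshold, but has G at position 6 and C at position 8. In the learnt motif these bases make up 11.5% and 9.66% there, against 84.9% for T and 89.6% for G. Each of the 10 shares a stretch of 20 bp, in the 400 bp around the summit, with another peak, as do 31.5% of all nuclear peaks and 9.36% of random positions (range 7.41 to 10.9% over 20 sets). Shared repeat families could inflate a motif test on held-out chromosomes. Among held-out peaks that share no such stretch with a training peak, however, 48.0% had the motif at the summit against 3.34% of their flanks, which argues against repeat families as the whole cause.

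Peaks in gene-poor regions were first examined as planned, in 100 kb windows with less than 50% of the median number of annotated genes. These were 21 of 1193 windows, and there was no difference from random placement (1.25% against 1.53%, two-sided permutation test, p = 0.365). The definition was then changed to protein-coding genes, which gave 194 windows. These held 629 nuclear peaks or 31.5%, against 16.2% ± 0.829 (SD) by random placement (two-sided permutation test, p = 0.0002, the smallest possible). Since the second definition was adopted after the first gave no difference, the excess is a hypothesis. Matches of the learnt motif lie in these windows at 16.6%, and random positions matched to the peaks on GC content at 19.4% (95% interval 17.7 to 21.1%), so neither explains the whole excess, for which the peaks' 95% interval is 29.5 to 33.6%. Part of it went with peaks in shared sequence. Without the peaks that share a stretch of 20 bp with another peak, 17.9% of 1367 peaks (15.98 to 20.04%) lay in these windows. Random positions treated in the same way gave 13.0% (range 11.6 to 14.5% over 20 sets), and random positions without any 20 bp stretch of a peak gave 14.3% (12.9 to 16.5%). The excess over random positions was thus 1.38-fold and 1.25-fold, compared with 1.94-fold for all peaks. The peaks' interval lies above the first range and overlaps the second, so whether repeat families explain the rest stays open. With random positions matched on GC content as well, the 2 comparisons gave 13.1% (range 11.6 to 14.4%) and 15.6% (13.4 to 17.8%). The peaks' interval again lies above the first range and overlaps the second, so whether GC content accounts for the rest stays open too. The 19.4% above is not comparable with the peaks left, since no repeats were removed from those positions. A first comparison had removed repeats from the peaks only, which was uneven, and all of these comparisons were chosen after it. With 5 lengths of the stretch from 16 to 25 bp, also examined afterwards, the share was between 17.0 and 20.3%. Of the 629 summits in these windows, 1.59% lie in a 101 bp sequence that occurs more than once, against 9.76% of random positions there, but this cannot decide the matter because reads with a low mapping quality had been removed before peak calling.

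Of the 200 strongest nuclear peaks, 71 lie in these windows. The motif was present at 57.7% of their summits (95% Wilson confidence interval 46.2 to 68.5%) and in 4.23% of their flanks. In the held-out part, 17 of 29 summits had it. This argues against enrichment of repeated sequence without a passing site as the whole cause. A site can pass without the T at position 6 and the G at position 8, as in 4 of the 10 strongest peaks. How many of the 71 peaks have such a site was not counted. The 129 strong peaks elsewhere had the motif at 70.5% of summits (62.2 to 77.7%), and at 29 of 38 held-out summits. The lower share in these windows leaves such enrichment open for part of the 71 peaks. A stretch of 20 bp was shared with another peak by 77.5% of the 71 and by 51.9% of the 129 strong peaks elsewhere (Fisher's exact test, two-sided, odds ratio 3.18, p = 0.000459). Random positions also share such stretches more often in these windows, at 27.9% against 5.74%, so a difference in this direction is given by the background alone. Whether the strongest peaks there are copies of repeat families that hold the motif stays open.

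Near the TSS of protein-coding genes, peaks were 3.93 times as frequent in the 500 bp downstream as in the 500 bp upstream (95% bootstrap interval 3.12 to 5.06), against 1.10 by random placement. Matches of the learnt motif had a ratio of 2.20, below this interval, so their distribution alone does not account for it. Random positions matched on GC content had a ratio of 3.49 (95% interval 2.79 to 4.27). The GC content was 43.6% in the 200 bp at peak centres and 36.0% in the nuclear genome. The asymmetry is consistent with the GC content of the bound DNA, and whether this reflects PLT3 itself or the amplification of the libraries was not tested.

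The share of summits with the learnt motif was 66.0% among the 200 strongest nuclear peaks. It fell to 41.3% (34.7 to 48.3%) among the 196 weakest, whose flanks had 4.08%. On held-out chromosomes these shares were 68.7% and 41.5%. This argues against the weakest peaks, as a set, being false positives, but does not show that each of them is bound.

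Peaks assigned to the 334 target genes had the motif at 47.8% of 115 summits and other peaks at 47.4% (odds ratio 1.02, 95% interval 0.699 to 1.48; Fisher's exact test, two-sided, p = 0.924). On held-out chromosomes the shares were 33.3% of 33 and 48.3% of 633. This does not test whether overlap with another PLT dataset selects peaks with the motif, since the overlap was not computed here and peaks at other genes can overlap as well, so that stays open. The difference in mean log2 fold enrichment between target genes and other genes was 0.01 (95% bootstrap interval −0.08 to 0.10; permutation test, two-sided, p = 0.807). The values argue against a difference beyond this interval, and a smaller one stays open.

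Sites with the TCG form of the motif core were more often in a peak than those with the TTG form, with an odds ratio of 2.73 in gene-rich and 2.48 in gene-poor regions. If CpG methylation, taken here as higher in gene-poor regions but not measured, lowered PLT3 binding, the odds ratio there would be lower. The ratio of both odds ratios was 0.907 (95% interval 0.720 to 1.14), which does not decide it. Among sites in sequence that occurs once in the genome it was 0.921 (0.728 to 1.16), so an effect of reads removed by the mapping quality filter stays open as well. Apart from methylation and the motif, no biological explanation was tested for these patterns, since no condition, tissue or time point varies in these data.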
